A study of Mus musculus with 39 samples.

How the data were processed

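The study measured gene expression by RNA sequencing in cells sorted from the lungs of C57BL/6J mice. Per the labels, 39 libraries came from 2 kinds of cells: lung monocytes from naive mice, and monocyte-derived alveolar macrophages with low Siglec F from mice given bleomycin, a drug that injures the lung and leads to fibrosis. The mice were young or old and received saline or ISRIB, a small molecule that blocks the integrated stress response, the cell's shared response to several kinds of stress that lowers protein synthesis. Each of the 8 groups held 5 libraries except young ISRIB macrophages, which held 4. The sample labels give ages of 8 to 12 weeks and over 18 months, whereas the series text gives 3 to 5 months and 18 to 24 months, so the groups are called young and old here. The series text states that ISRIB was given daily from day 7 and that cells were collected on day 21 after bleomycin, and it names no timing for naive mice. Cell type and bleomycin go together in this design, so a difference between macrophages and monocytes cannot be assigned to either.

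The authors prepared polyA-selected libraries from 3 ng of total RNA and sequenced them on an Illumina NextSeq instrument. The deposited table gives, per the file headers, 1 column per library, and its values are counts: whole numbers of reads per Ensembl gene, neither scaled nor filtered. The aligner, the counting tool, the strand setting, the genome build and the annotation are not given in the sources used here. Gene IDs were looked up in GENCODE vM21 (assembly GRCm38): 42462 of 43430 IDs had a symbol (97.8%), and 968 had none and held at most 0.160% of the counts of any library. Coordinates below are the positions of the matched IDs in GRCm38, which may not be the assembly the authors used. In all, 18236 genes had no count in any library.

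Library totals ran from 4595331 to 16056708 counts with a median of 8628240. No pair of libraries within a group was a duplicate: over 76 pairs, the chi-square per degree of freedom between the counts was 7.26 to 57.7. Libraries were checked for sex with Xist and Y-linked genes, for cell identity with sorting markers, for substrain with Nnt and Wdfy1, and for RNA of other cells with 10 marker lists. These were B cells, T and NK cells, neutrophils, alveolar and airway epithelium, endothelium, fibroblasts, red blood cells, dendritic cells, classical monocytes in macrophage sorts, and eosinophils. The summed CPM of each list was compared between old and young macrophages with a two-sided exact permutation test, separately for saline and ISRIB, and the 20 p-values were adjusted together by the Benjamini-Hochberg method. Of 349 symbols in all lists, 348 were matched.

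Genes were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM normalisation, filterByExpr (minimum count 10, minimum total count 15) and Benjamini-Hochberg adjustment over the genes tested. A gene was called when its adjusted p was under 0.05. The 19 macrophage libraries and the 20 monocyte libraries were fitted separately, with 12171 and 12170 genes tested, and contrasts across cell types used all 39 libraries and 13587 genes. Each group had its own mean, and no covariate was used. The biological coefficient of variation was 0.206 in macrophages, 0.258 in monocytes and 0.246 over all libraries. Within each cell type the contrasts were ISRIB against saline at each age, old against young under each treatment, and the difference between the ISRIB effects at the 2 ages. Across cell types they were macrophage against monocyte in saline mice, averaged over both ages, and the difference between the age effects. These 12 contrasts, the alternatives given in the closing section, the gene lists and the rule for naming genes were chosen before the data were examined. Adding 4 further contrasts was decided after seeing the data: the ISRIB effect averaged over both ages and the age effect averaged over saline and ISRIB, each in macrophages and in monocytes.

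For each 2-group comparison the rule for naming genes allowed up to 3 genes per direction, those with the largest fold change among called genes with a mean of at least 5 CPM in the higher group and no overlap in CPM between the libraries of the groups. For the other contrasts the condition on overlap was dropped. Check genes and 8 core genes of the study's question were open to naming whatever their values, and up to 5 called members of a list per comparison. Genes named outside this rule are said to be. CPM beside a fold change were scaled by TMM within the cell type. CPM in marker lists, in checks and in comparisons across cell types were counts divided by the library total. Means are given with their standard deviation (SD), and log2 fold changes with their standard error (SE).

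Gene lists for 8 programmes were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01. They were profibrotic macrophage, mature alveolar macrophage, proteasome, cytosolic heat shock, endoplasmic reticulum chaperones and unfolded protein response, integrated stress response (ATF4 targets), interferon response and cell cycle. The 64 tests of 8 lists in 8 comparisons were adjusted together. Members of each list were also adjusted over the list alone.

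The alternatives were RLE size factors in place of TMM, no filter on low counts, a filter at a mean of 5 CPM, DESeq2 1.42.0, limma voom with sample weights, replicate number as a block, only the groups of the contrast in the fit, all 39 libraries in the fit, and leaving out each library in turn. For lists, fry and camera with an estimated correlation were added. Thinning the libraries to equal totals and offsets for GC content and gene length were added after seeing the data, and 99.5% of the genes tested in macrophages had both values. For each contrast, 100 divisions of the same libraries into groups of the same sizes, the real one included, were drawn and tested again. Across genes, changes were compared by Pearson correlation, with 1000 permutations of the library labels, since genes are not independent replicates.

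The procedure was tested on simulated data with the dispersions and library sizes of this table and 200 changed genes. In simulated old macrophages edgeR recovered 42.5% of genes changed by 1.5-fold, 65.5% by 2-fold and 90% by 4-fold. In old monocytes it recovered 17%, 57.5% and 84.5%. Where every library of a group had a count of 0, the fold was computed against a floor of 3 counts over the group, and where the group had 1 to 3 counts the ratio is given with its 95% exact binomial interval. Reads without molecular identifiers are not independent molecules, so intervals and floors cover counting error only. All 39 columns of the table were used.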

Results

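Gene expression was measured in 39 libraries of sorted mouse lung cells, 20 of monocytes from naive mice and 19 of Siglec F-low monocyte-derived alveolar macrophages from mice given bleomycin. Each of the 4 monocyte groups had 5 libraries: young saline (4595331 to 10195234 counts), young ISRIB (7037673 to 9191733), old saline (6996727 to 11398384) and old ISRIB (6931120 to 12054950). The macrophage groups were young saline with 5 libraries (6069978 to 16056708 counts), young ISRIB with 4 (6434156 to 10378206), old saline with 5 (7565556 to 10633748) and old ISRIB with 5 (7738711 to 9662591). The number of genes with at least 1 count was 12324 to 17313 per library.

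All libraries came from male mice by their transcripts: Xist was at most 0.568 CPM and Ddx3y at least 72.3 CPM in every library. Siglecf averaged 51.4 ± 4.49 CPM (SD, n = 5) in young saline macrophages and 0.571 ± 0.707 CPM (SD, n = 5) in young saline monocytes. Ly6c2, a marker of classical monocytes, averaged 0.968 ± 0.880 CPM (SD, n = 5) and 561 ± 75.0 CPM (SD, n = 5) in the same groups. The first principal component of all libraries held 65.5% of the variance and separated the cell types. Within macrophages the first component held 20.1% of the variance. Its mean score was -27.6 ± 8.04 (SD, n = 5) in young saline, -9.32 ± 19.4 (SD, n = 4) in young ISRIB, 4.98 ± 22.8 (SD, n = 5) in old saline and 30.1 ± 7.70 (SD, n = 5) in old ISRIB macrophages.

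**Figure D1:**
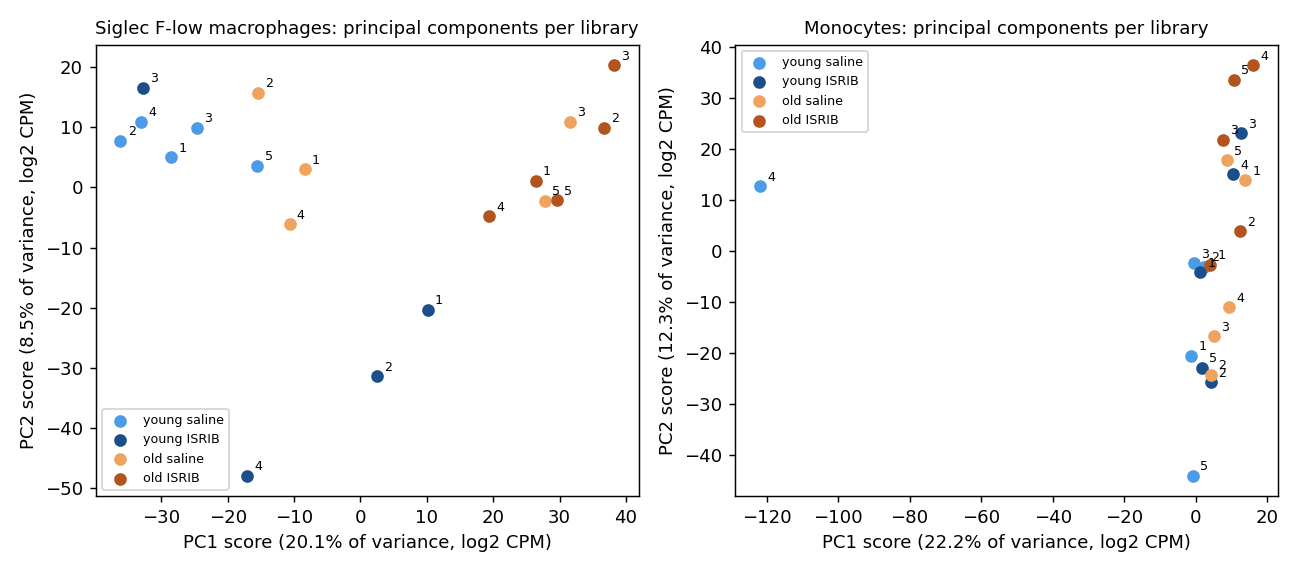
Scores of each library on the first and second principal components of log2 CPM, for macrophages (left) and monocytes (right), with colours for groups and numbers for replicates. In monocytes young saline replicate 4 lies at -122, away from the other libraries.

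The comparison of ISRIB with saline in old mice after bleomycin asks whether the drug alters the macrophages recruited during fibrosis in old animals, which the series title names as its subject. At an adjusted p under 0.05, edgeR called 0 of 12171 genes in old macrophages, and the smallest adjusted p was 0.139. At an unadjusted p under 0.05 there were 1112 genes (486 higher and 626 lower with ISRIB), against 609 expected by chance. The other tools called 48 genes (DESeq2) and 27 genes (limma voom), and edgeR without a filter on low counts called 220, the alternative that moved this result most. One library decided some of these counts: without old saline replicate 3 edgeR called 30 genes, without old saline replicate 5 it called 16, and without old ISRIB replicate 1 it called 1. In young macrophages edgeR also called 0 genes, with 1513 at an unadjusted p under 0.05 (842 higher and 671 lower) and a smallest adjusted p of 0.0848. DESeq2 called 119, limma voom 14 and the fit without a filter 224. Without young ISRIB replicate 3 edgeR called 304 genes, and without young ISRIB replicate 2 it called 1. The test of whether the ISRIB effect differed between old and young macrophages called 0 genes by edgeR, with 621 at an unadjusted p under 0.05, and 0 by DESeq2 and by limma voom. Without young ISRIB replicate 3 it called 1, and without a filter 33.

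Because the comparisons at each age called no gene, the ISRIB effect was also averaged over both ages, a contrast added after seeing the data. In macrophages edgeR called 101 genes, 55 higher and 46 lower with ISRIB, and DESeq2 called 417 and limma voom 579. Without young saline replicates 1 to 4 in turn it was 30, 31, 59 and 41, without young ISRIB replicates 1 to 4 it was 13, 24, 649 and 27, and without old saline replicates 1 to 5 it was 31, 32, 358, 33 and 464. Without old ISRIB replicates 1, 2, 3 and 5 it was 66, 35, 43 and 34. Among the genes with the largest rise, Atf5 (ENSMUSG00000038539, chromosome 7, 44812256 to 44816658) rose by 1.02 ± 0.24 (log2, SE; adjusted p 0.0429 by edgeR). It averaged 4.78 ± 2.70 CPM (SD, n = 5) in young saline, 12.7 ± 4.20 (SD, n = 4) in young ISRIB, 12.7 ± 5.84 (SD, n = 5) in old saline and 19.9 ± 4.15 CPM (SD, n = 5) in old ISRIB macrophages. Adam19 (ENSMUSG00000011256) rose by 0.83 ± 0.18 (adjusted p 0.0296) and C77080 (ENSMUSG00000050390) by 0.83 ± 0.20 (adjusted p 0.0429). The largest falls were Adgre4 (ENSMUSG00000032915, -1.40 ± 0.31, adjusted p 0.0341), Chtf18 (ENSMUSG00000019214, -1.32 ± 0.32, adjusted p 0.0444) and Thbs1 (ENSMUSG00000040152, -1.30 ± 0.29, adjusted p 0.0341). Thbs1 averaged 94.6 ± 48.7 CPM (SD, n = 5) in old saline and 22.7 ± 8.27 CPM (SD, n = 5) in old ISRIB macrophages. None of these 6 genes kept its call under the omission of every library. Omitting 1 of 19 libraries undid the call in 5 cases for Adam19 (highest adjusted p 0.0983), 11 for Thbs1 (0.0983), 13 for Adgre4 (0.110) and 14 each for Atf5 (0.123), C77080 (0.123) and Chtf18 (0.120). The call of Adam19 was undone without young saline replicate 1, young ISRIB replicates 1 and 2, or old saline replicates 1 and 4. The other calls were undone by all libraries but a few: these were young saline replicate 5, young ISRIB replicate 3 and old saline replicates 3 and 5 for every gene, old ISRIB replicate 4 for all but Chtf18, young saline replicate 3 for Adgre4, Chtf18 and Thbs1, and young saline replicate 1 and old ISRIB replicate 1 for Thbs1. The fit of all 39 libraries did not call Atf5 (adjusted p 0.0557, range over the alternatives 4.11e-05 to 0.0557), C77080 (0.127, range 6.11e-10 to 0.127), Chtf18 (0.265, range 0.00524 to 0.265) or Thbs1 (0.168, range 9.32e-13 to 0.168).

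Of the 8 core genes, none was called for ISRIB in old or in young macrophages. Spp1, which codes for osteopontin, averaged 10452 ± 3214 CPM (SD, n = 5) in old saline and 7001 ± 3146 CPM (SD, n = 5) in old ISRIB macrophages, a log2 change of -0.58 ± 0.22 (SE, adjusted p 0.455 by edgeR). Arg1 averaged 89.3 ± 103 CPM (SD, n = 5) and 20.6 ± 12.4 CPM (SD, n = 5) in the same groups, a change of -2.09 ± 0.70 (adjusted p 0.373). Changes of Pdgfa, Fn1, Mmp12, Trem2, Atf4 and Hspa5 in old macrophages were between -0.30 and 0.48 on the log2 scale, with adjusted p of 0.504 or more. The fit without a filter on low counts called Spp1 (adjusted p 6.11e-04, range over the alternatives 6.11e-04 to 0.788), Arg1 (1.25e-07, range 1.25e-07 to 0.493) and Mmp12 (0.0294, range 0.0294 to 0.890) for ISRIB in old macrophages. In young macrophages the 8 changes were between -1.42 (Arg1, adjusted p 0.414) and 0.28 (Mmp12, adjusted p 0.682), and the fit without a filter called Arg1 (adjusted p 0.00215, range 0.00215 to 0.479).

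Comparing old with young mice asks how age alters the same cells. In saline macrophages edgeR called 141 genes, 114 higher and 27 lower in old mice. DESeq2 called 261, limma voom 91, and edgeR without a filter 468, which moved the count most. With offsets for GC content and gene length 93 were higher and 62 lower, with a median of -0.04 over all genes. The count fell to 47 without old saline replicate 5, 54 without young saline replicate 4, 64 without old saline replicate 3, 77 without young saline replicate 3, and 80 without either young saline replicate 1 or replicate 2. It rose to 289 without old saline replicate 2. Igkc, an immunoglobulin light chain gene (ENSMUSG00000076609, chromosome 6, 70726435 to 70726966), averaged 38.2 ± 36.98 CPM (SD, n = 5) in old and 1.74 ± 1.10 CPM (SD, n = 5) in young saline macrophages, a log2 rise of 4.58 ± 0.65 (SE, adjusted p 9.79e-04). Fstl1 (ENSMUSG00000022816) averaged 9.17 ± 8.64 against 0.946 ± 0.660 CPM, a rise of 3.32 ± 0.67 (adjusted p 0.0144). Mmp2 (ENSMUSG00000031740) averaged 68.5 ± 86.6 against 8.67 ± 2.71 CPM, a rise of 2.97 ± 0.62 (adjusted p 0.0163). Plxdc2 (ENSMUSG00000026748, chromosome 2, 16356304 to 16755839) averaged 30.6 ± 15.3 CPM in old and 124 ± 15.01 CPM in young macrophages, a change of -2.03 ± 0.23 (adjusted p 3.25e-05). Cd109 (ENSMUSG00000046186) changed by -1.70 ± 0.37 (adjusted p 0.0208), and 0610040J01Rik (ENSMUSG00000060512) by -1.58 ± 0.38 (adjusted p 0.0375). The libraries of the groups did not overlap for these 6 genes. Plxdc2 and Igkc kept their call without any 1 of the 10 libraries, but limma voom did not call Igkc (adjusted p 0.147, range over the alternatives 1.50e-26 to 0.147). It also did not call Fstl1 (0.257, range 4.26e-10 to 0.257), Mmp2 (0.109, range 1.46e-15 to 0.109), Cd109 (0.0643, range 1.71e-04 to 0.114) or 0610040J01Rik (0.0619, range 0.00464 to 0.0619). The fit of all 39 libraries did not call Cd109 (0.114), and thinning to equal totals undid the call of 0610040J01Rik (0.0612). The other calls were undone for Fstl1 without old saline replicate 3 (adjusted p 0.0584) and for Mmp2 without old saline replicate 4 or young saline replicate 3 or 4 (at most 0.0723). Omission undid the call of Cd109 for 5 libraries (at most 0.0805), namely young saline replicates 1 and 4 and old saline replicates 3, 4 and 5. For 0610040J01Rik 7 libraries did so (at most 0.130), all but young saline replicate 4 and old saline replicates 1 and 2.

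**Figure D2:**
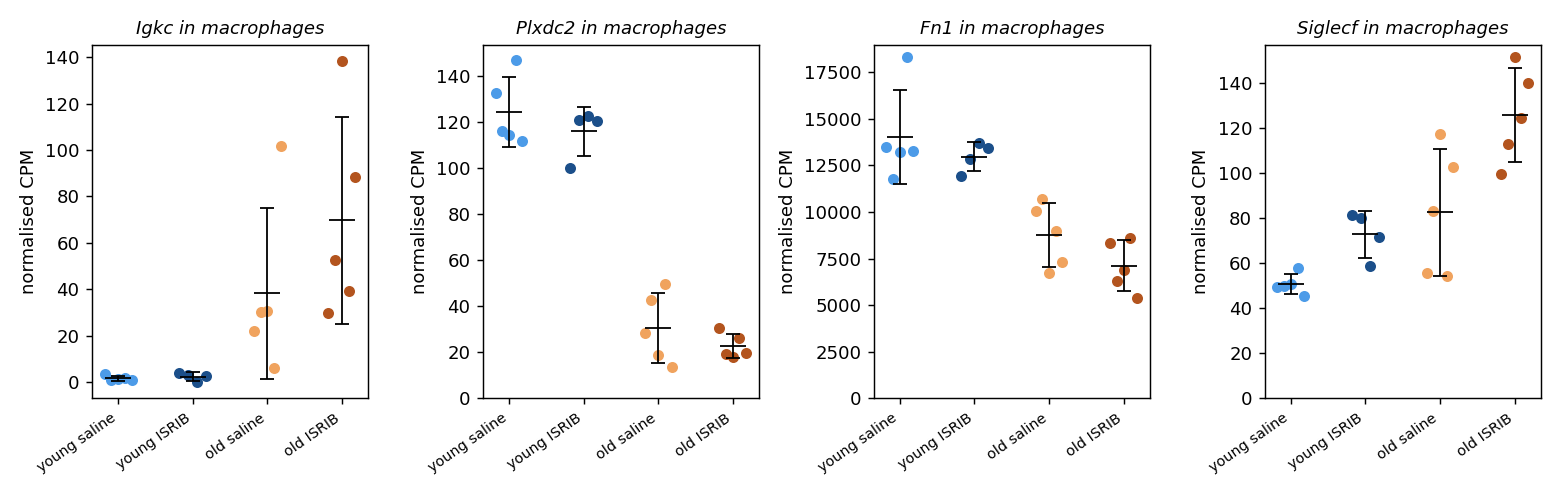
Normalised CPM of Igkc, Plxdc2, Fn1 and Siglecf in each macrophage library by group, with the mean and SD of each group in black and linear axes from 0 or just under it. Plxdc2 averages 124 and 116 CPM in the young groups and 30.6 and 22.7 CPM in the old groups.

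Among core genes, Fn1 (ENSMUSG00000026193), which codes for fibronectin, was lower in old saline macrophages, at 8764 ± 1708 CPM (SD, n = 5) against 14009 ± 2513 CPM (SD, n = 5). The log2 change was -0.68 ± 0.13 (SE, adjusted p 0.0103 by edgeR) and no library overlapped, though the fit of all 39 libraries did not call it (adjusted p 0.109, range over the alternatives 3.85e-08 to 0.109). Spp1 changed by -0.21 ± 0.22 (adjusted p 0.771) and the other 6 core genes were not called either, except that the fit without a filter called Arg1 (adjusted p 0.00116, range 0.00116 to 0.564). Of the profibrotic list, 4 genes were called over all genes tested and 7 when adjusted over the list alone, 5 of them higher. Gpnmb (ENSMUSG00000029816) averaged 1791 ± 441 CPM (SD, n = 5) in old and 876 ± 97.49 CPM (SD, n = 5) in young macrophages, a rise of 1.03 ± 0.19 (adjusted p 0.00912), without overlap. The fit of all 39 libraries did not call it (adjusted p 0.0907, range over the alternatives 4.52e-13 to 0.0907). Of the integrated stress response list, 3 genes were called over all genes and 8 when adjusted over the list alone, 7 of them higher. Ppp1r15a (ENSMUSG00000040435) rose by 1.25 ± 0.19 (adjusted p 9.79e-04), from 14.3 ± 2.76 CPM (SD, n = 5) to 34.1 ± 5.98 CPM (SD, n = 5), without overlap, and it kept its call without any 1 library. Atf5 (adjusted p 0.0440) and Gdf15 (0.0464) were called with overlapping libraries. Omission of 1 of 10 libraries undid the call of Atf5 in 7 cases (at most 0.141), all but young saline replicate 5 and old saline replicates 1 and 2, and that of Gdf15 in 8 cases (at most 0.158), all but old saline replicates 2 and 4. Over the alternatives the adjusted p ran from 5.67e-05 to 0.222 for Atf5 and from 8.61e-08 to 0.118 for Gdf15. Ccr2, a receptor of recruited monocytes, changed by -1.45 ± 0.27 (adjusted p 0.00841), from 320 ± 78.0 CPM (SD, n = 5) in young to 117 ± 57.5 CPM (SD, n = 5) in old macrophages. Siglecf (ENSMUSG00000039013) rose with age by 0.71 ± 0.17 in saline (adjusted p 0.0308), with overlapping libraries, at 82.5 ± 28.1 against 50.7 ± 4.48 CPM (SD, n = 5 each). Its call was lost under limma voom (0.103), the fit of all 39 libraries (0.256) and the fit of only the groups compared (0.0555, range over the alternatives 7.02e-06 to 0.256), and without any of 7 libraries (at most 0.128), all but old saline replicates 1, 2 and 4.

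In ISRIB macrophages edgeR called 114 genes by age, 54 higher and 60 lower in old mice, and DESeq2 called 215 and limma voom 99. With GC and length offsets the count was 148, with 46 higher and 102 lower. It was 33 without young ISRIB replicate 3, 41 without young ISRIB replicate 4, 52 without old ISRIB replicate 3, 56 without old ISRIB replicate 5 and 71 without old ISRIB replicate 2. Rasef (ENSMUSG00000043003) had 0 counts in the 4 young libraries and 284 in the 5 old ones, which makes it at least 74.1-fold higher against a floor of 3 counts over the group (adjusted p 0.0234 by edgeR). Igkv3-2, an immunoglobulin variable gene (ENSMUSG00000095351), averaged 25.2 ± 14.5 CPM in old macrophages (SD, n = 5), with 5 counts in all young libraries and 1000 in the old (adjusted p 0.00260 by edgeR). Jchain (ENSMUSG00000067149, chromosome 5, 88519809 to 88527891) had 3 counts in young and 564 in old macrophages, a ratio of 147 (95% interval 50.1 to 716; adjusted p 0.00424 by edgeR). Plxdc2 again had the largest fall, -2.35 ± 0.24 (SE, adjusted p 6.05e-06), followed by Sel1l3 (ENSMUSG00000029189, -1.68 ± 0.37, adjusted p 0.0233) and Galnt12 (ENSMUSG00000039774, -1.53 ± 0.35, adjusted p 0.0274). The call was undone by omitting 1 of 9 libraries in 5 cases for Rasef (at most 0.0779), 6 for Sel1l3 (0.0708) and 7 for Galnt12 (0.0911), namely young ISRIB replicates 2, 3 and 4 and old ISRIB replicates 2 and 3 for each gene, old ISRIB replicate 5 for Sel1l3 and Galnt12, and old ISRIB replicate 1 for Galnt12. The fit of all 39 libraries did not call Rasef (0.0695, range over the alternatives 6.20e-08 to 0.0695), Sel1l3 (0.0643, range 2.04e-06 to 0.0643) or Galnt12 (0.0573, range 3.03e-04 to 0.101). It was kept for Plxdc2, Igkv3-2 and Jchain, although limma voom did not call the immunoglobulin gene (0.345) or Jchain (0.276). Over the alternatives the adjusted p ran from 3.27e-19 to 0.345 for Igkv3-2 and from 1.08e-13 to 0.276 for Jchain. Fn1 changed by -0.87 ± 0.14 (adjusted p 0.00160). Marco (ENSMUSG00000026390), a receptor of mature alveolar macrophages, rose by 3.44 ± 0.51 (adjusted p 8.55e-04), from 8.36 ± 6.65 CPM (SD, n = 4) to 86.8 ± 35.2 CPM (SD, n = 5). Phgdh (ENSMUSG00000053398) of the integrated stress response list rose by 1.31 ± 0.24 (adjusted p 0.00623), though the fit of all 39 libraries did not call it (0.205, range 3.71e-08 to 0.205). Siglecf rose by 0.78 ± 0.18 (adjusted p 0.0264), from 72.9 ± 10.4 CPM (SD, n = 4) to 126 ± 20.7 CPM (SD, n = 5), without overlap. Its call was undone without young ISRIB replicate 3 or 4 or old ISRIB replicate 3 or 5 (at most 0.103), and over the alternatives its adjusted p ran from 2.93e-06 to 0.232. Whether the age effect differed between saline and ISRIB macrophages is the same contrast as the difference between the ISRIB effects at both ages, for which edgeR called 0 genes (621 at an unadjusted p under 0.05; 0 by DESeq2 and by limma voom).

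Averaged over saline and ISRIB, a contrast added after seeing the data, edgeR called 592 genes by age in macrophages, 380 higher and 212 lower in old mice. With GC and length offsets the count was 748, of which 296 were higher and 452 lower, and the median log2 change of all genes was -0.04. Plxdc2 (-2.19 ± 0.16, SE, adjusted p 9.90e-09), Cd109 (-1.59 ± 0.27, adjusted p 6.50e-04) and Vcan (ENSMUSG00000021614, -1.58 ± 0.45, adjusted p 0.0404) fell most. Vcan lost its call under 5 of 9 alternatives (adjusted p 4.79e-07 to 0.386) and on omission of 11 of 19 libraries (at most 0.290), namely young saline replicates 1, 2, 4 and 5, young ISRIB replicate 3, old saline replicates 1, 3 and 5, and old ISRIB replicates 2, 4 and 5. The largest rises were in Igkv3-2, Rasef and Jchain, which had few counts in young mice. Of these, limma voom did not call Igkv3-2 (0.114, range over the alternatives 1.47e-29 to 0.114) or Jchain (0.0689, range 4.64e-23 to 0.0689).

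Monocytes of naive mice were compared in the same ways. For ISRIB, edgeR called 0 of 12170 genes in old monocytes (918 at an unadjusted p under 0.05; DESeq2 called 12 and limma voom 0), and 1 without old saline replicate 5. It called 0 in young monocytes (809 unadjusted; 0 by DESeq2 and by limma voom). It called 0 for the difference between the ages (865 unadjusted; 0 by DESeq2 and by limma voom), where the fit of all 39 libraries called 22. Averaged over both ages edgeR called 0 genes (911 unadjusted; DESeq2 called 1 and limma voom 0). By age in ISRIB monocytes edgeR called 0 genes (803 unadjusted; DESeq2 called 14 and limma voom 6), but 17 without old ISRIB replicate 2 and 7 without old ISRIB replicate 1. By age in saline monocytes it called 3 genes, all higher in old mice, where DESeq2 called 41 and limma voom 6. Ccl5 (ENSMUSG00000035042, chromosome 11, 83525778 to 83530518) averaged 22.8 ± 16.4 CPM (SD, n = 5) in old and 1.93 ± 0.718 CPM (SD, n = 5) in young monocytes, a rise of 3.59 ± 0.59 (SE, adjusted p 0.0140) without overlap. The T and NK cell list, which does not hold Ccl5, summed to 58.6 ± 44.7 CPM in old and 21.1 ± 12.8 CPM in young saline monocytes (adjusted exact p 0.464), with 103 and 111 CPM in old saline replicates 1 and 5. In tests of 9 marker lists by age in monocytes, added after seeing the data, the smallest adjusted exact p was 0.214 (18 tests). Bmpr1a (ENSMUSG00000021796, chromosome 14, 34410734 to 34503341) and Gm7609 (ENSMUSG00000079457, chromosome 1, 85199613 to 85213786) are named after their values were seen. Bmpr1a had 3 counts in young and 192 in old saline monocytes, a ratio of 56.5 (95% interval 19.1 to 277). Gm7609, a transcribed pseudogene, had 0 counts in young and 85 in old saline monocytes, at least 25.03-fold higher against the floor of 3 counts over the group. The count was 0 without young saline replicate 2 or 3, 1 without old saline replicate 1 or 3, 5 without young saline replicate 5 and 8 without young saline replicate 4. Omitting any of 5 libraries (young saline replicates 1, 2 and 3, old saline replicates 1 and 5) undid the call of Ccl5 (adjusted p at most 0.0786). It was also not called with a filter at a mean of 5 CPM (0.0568), by limma voom (0.205) or with only the groups compared (0.0533), and its adjusted p over the alternatives ran from 4.55e-05 to 0.205.

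Averaged over saline and ISRIB, edgeR called 15 genes by age in monocytes, 12 higher and 3 lower in old mice. The count ran from 6 without old saline replicate 1 to 25 without young saline replicate 4. It was 7 without young ISRIB replicate 2, and 9 without young saline replicate 2, young ISRIB replicate 1 or old ISRIB replicate 2. Ccl5 rose by 2.74 ± 0.39 (SE, adjusted p 0.00178), A530040E14Rik (ENSMUSG00000072109) by 1.47 ± 0.26 (adjusted p 0.0193) and C130026I21Rik (ENSMUSG00000052477) by 1.18 ± 0.20 (adjusted p 0.00923). Ccl3 (ENSMUSG00000000982, -0.91 ± 0.15, adjusted p 0.00923), Tnfsf12 (ENSMUSG00000097328, -0.67 ± 0.13, adjusted p 0.0257) and Arap3 (ENSMUSG00000024451, -0.49 ± 0.09, adjusted p 0.0288) fell. Omission undid the call of A530040E14Rik without old saline replicate 1 (adjusted p 0.0508), of Tnfsf12 for 5 of 20 libraries (at most 0.0690) and of Arap3 for 10 (at most 0.0726). Over the alternatives the adjusted p of Tnfsf12 ran from 7.19e-04 to 0.0523. The 5 were young ISRIB replicates 1 and 2, old saline replicate 1 and old ISRIB replicates 1 and 2. The 10 were these and young saline replicate 2, young ISRIB replicate 3, old saline replicates 3 and 4 and old ISRIB replicate 5. The fit of all 39 libraries did not call A530040E14Rik (0.0635, range over the alternatives 9.40e-05 to 0.0635) or Arap3 (0.0595, range 0.00130 to 0.0595). Limma voom did not call Ccl5 (0.0527, range 5.23e-07 to 0.0527).

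**Figure D3:**
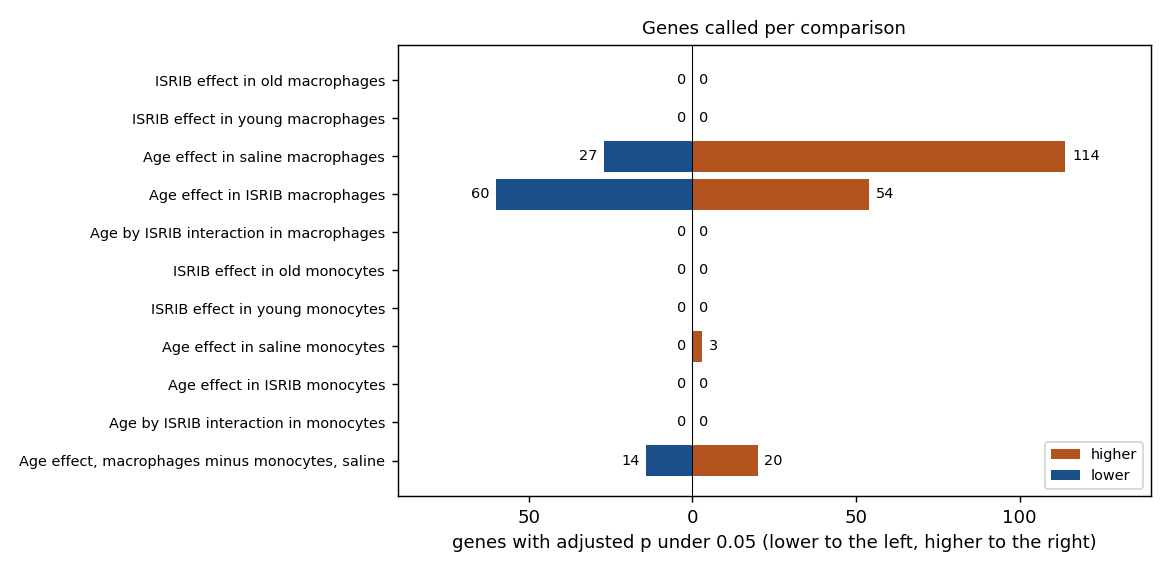
Number of genes with an adjusted p under 0.05 by edgeR in 11 of the comparisons, lower to the left and higher to the right. The age comparisons in macrophages hold 141 and 114 genes, and the ISRIB comparisons at each age hold 0.

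Macrophages of bleomycin mice and monocytes of naive mice differed in 9511 of 13587 genes among saline libraries, 4869 higher and 4642 lower in macrophages. Offsets for GC content and gene length moved the median change of all genes to -0.14 on the log2 scale and the balance to 4167 higher and 5315 lower. Spp1 (ENSMUSG00000029304) averaged 12259 ± 653 CPM (SD, n = 5) in young saline macrophages and 1.49 ± 1.002 CPM (SD, n = 5) in young saline monocytes, a log2 difference of 12.69 ± 0.33 over both ages (SE, adjusted p 9.22e-30). Cspg4 (ENSMUSG00000032911) and H2-M2 (ENSMUSG00000016283) averaged 217 ± 22.6 and 51.7 ± 6.69 CPM (SD, n = 5) in young saline macrophages, with 0 counts in young saline monocytes and 2 and 1 counts in old saline monocytes. In the other direction, Plac8 (ENSMUSG00000029322) averaged 1589 ± 389 CPM (SD, n = 5) in young saline monocytes and 0.342 ± 0.555 CPM (SD, n = 5) in young saline macrophages, a difference of -10.88 ± 0.38 (adjusted p 1.77e-25). I830127L07Rik (ENSMUSG00000102051) and Serpinb10 (ENSMUSG00000092572) averaged 162 ± 57.7 and 43.8 ± 11.7 CPM (SD, n = 5) in young saline monocytes and had 0 counts in young saline macrophages. Of the sorting markers, Siglecf (6.65 ± 0.27), Itgax (5.80 ± 0.29) and Adgre1 (0.36 ± 0.08, adjusted p 2.18e-04) were higher in macrophages, and Ly6c2 (-8.30 ± 0.27) and Ccr2 (-3.42 ± 0.21) were lower. With GC and length offsets Adgre1 was not called (adjusted p 0.0831, range over the alternatives 3.98e-05 to 0.0831), under the shifted median.

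The age effect in saline mice differed between macrophages and monocytes for 34 of 13587 genes, 20 with a positive and 14 with a negative difference, macrophages minus monocytes. Col4a2 (ENSMUSG00000031503, 3.95 ± 0.58 on the log2 scale, SE, adjusted p 4.58e-04), Ighm (ENSMUSG00000076617, 3.68 ± 0.67, adjusted p 0.00955) and Cxcl2 (ENSMUSG00000058427, 2.54 ± 0.51, adjusted p 0.0203) had the largest positive differences. C1qc (ENSMUSG00000036896, -2.85 ± 0.64, adjusted p 0.0357), Ccr2 (ENSMUSG00000049103, -2.04 ± 0.40, adjusted p 0.0152) and Ciita (ENSMUSG00000022504, -1.69 ± 0.37, adjusted p 0.0336) had the largest negative ones. Cxcl2 averaged 53.1 ± 16.7 CPM in young and 159 ± 60.5 CPM in old macrophages, and 215 ± 64.6 CPM in young and 118 ± 64.4 CPM in old monocytes (SD, n = 5 each). The count ran from 8 without old saline macrophage replicate 5 to 71 without young saline monocyte replicate 5, and DESeq2 called 142 and limma voom 57. It was 14, 18 and 18 without young saline macrophage replicates 1 and 2 and old saline macrophage replicate 3. Without old saline macrophage replicate 2 it was 62, without young saline monocyte replicate 4 it was 56, without replicate 2 of that group 21, and without old saline monocyte replicate 5 it was 53. The call of Cxcl2 was undone without old saline macrophage replicate 5 (adjusted p 0.0653), that of Ciita for 6 of 20 libraries (at most 0.0925) and that of C1qc for 11 (at most 0.123). For Ciita these were old saline monocyte replicates 3 and 4, young saline macrophage replicates 1 and 3 and old saline macrophage replicates 3 and 5. For C1qc they were young saline monocyte replicates 2, 3 and 5, old saline monocyte replicates 3 and 4, young saline macrophage replicates 1, 2 and 4 and old saline macrophage replicates 3, 4 and 5. C1qc was also not called by limma voom (0.284) or with only the groups compared (0.135, range over the alternatives 0.00216 to 0.284), and limma voom did not call Ighm (0.0634, range 6.62e-05 to 0.0634).

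Of 64 tests of gene lists, camera called 23 at an adjusted p under 0.05, 6 with the list higher and 17 with it lower. With the correlation between genes estimated from the data it called 0, and fry called 2 of the 23, both for the mature alveolar macrophage list by age. That list was higher in old than in young macrophages, with a median log2 change of 0.42 in saline (24 of 26 genes higher, adjusted p 7.97e-08) and 0.47 in ISRIB mice (24 of 26, adjusted p 1.67e-08). Adjusted over the list alone, 15 and 14 of its genes were called, all higher, against 4 and 4 over all genes tested. It was also higher with ISRIB, with a median of 0.30 in old (24 of 26 genes, adjusted p 5.95e-07) and 0.33 in young macrophages (19 of 26, adjusted p 0.00118). Adjusted over the list alone, 6 and 5 genes were called for ISRIB, all higher, where edgeR called none over all genes. In old macrophages DESeq2 called Siglecf over all genes (adjusted p 0.0395, range over the alternatives 5.54e-04 to 0.673), and limma voom called Siglecf (0.0460) and Marco (0.0412, range 1.25e-07 to 0.471), as did the fit without a filter. Without a filter Siglecf was also called in young macrophages (0.0144, range 0.0144 to 0.545). Without old saline replicate 3 edgeR called Siglecf in old macrophages (0.0440), and without young ISRIB replicate 3 it called Itgax in young ones (0.0367). The cell cycle list was lower with ISRIB in old (median -0.58, 0 of 32 genes higher, adjusted p 1.84e-07) and young macrophages (median -0.62, 0 of 32, adjusted p 3.40e-14), and lower with age in saline macrophages (median -0.19, 4 of 32, adjusted p 6.57e-04). None of its genes was called in these comparisons, either over all genes or adjusted over the list alone. The call of the cell cycle list by age was undone without old saline replicate 3 (adjusted p 0.0858), and no other call of these lists was undone by a single library. The cell cycle list gained calls for age in ISRIB macrophages without young ISRIB replicate 3 (1.99e-04) and for ISRIB in old monocytes without old ISRIB replicate 3 (0.0466).

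The interferon response list was lower with ISRIB in old macrophages (median -0.54, 2 of 35 genes higher, adjusted p 5.95e-07), young macrophages (-0.31, 3 of 35, adjusted p 2.75e-04) and young monocytes (-0.19, 3 of 35, adjusted p 5.92e-04). It was lower with age in saline monocytes (-0.27, 1 of 35, adjusted p 1.22e-05) and ISRIB monocytes (-0.19, 8 of 35, adjusted p 0.00213). Adjusted over the list alone, 1 of its genes, Oas2, was called, for ISRIB in old macrophages. Calls of this list were undone for ISRIB in young macrophages without young ISRIB replicate 1 (adjusted p 0.106), for ISRIB in young monocytes without young ISRIB replicate 3 (0.143) or young saline replicate 3 (0.0568), and for age in ISRIB monocytes without old ISRIB replicate 2 (0.0810) or young ISRIB replicate 1 (0.0869). The proteasome list was lower with ISRIB in old (median -0.10, 4 of 31, adjusted p 0.00530) and young macrophages (-0.14, 4 of 31, adjusted p 4.91e-05) and in old (-0.13, 1 of 31, adjusted p 4.31e-05) and young monocytes (-0.07, 4 of 31, adjusted p 0.00354). In saline macrophages it was lower with age (-0.07, 9 of 31, adjusted p 0.0281). Adjusted over the list alone, 2 of its genes were called for ISRIB in young macrophages and 1 for age in saline macrophages, all lower. Its calls were undone for ISRIB in old macrophages without old saline replicate 2 (0.214), for ISRIB in young monocytes without young saline replicate 4 (0.670) or young ISRIB replicate 3 (0.0717), and for age in saline macrophages without old saline replicate 3 (0.107), old saline replicate 5 (0.432) or young saline replicate 2 (0.209). Leaving out 1 library gave calls of the proteasome list for age in saline monocytes without young saline replicate 1 (0.0415) or 4 (5.10e-07) or old saline replicate 2 (0.0491), 4 (0.0289) or 5 (0.0123), and for age in ISRIB monocytes without young ISRIB replicate 5 (0.0143). It gave calls of the interferon list for ISRIB in old monocytes without old saline replicate 3 (6.36e-04) or 4 (0.0289) or old ISRIB replicate 1 (3.15e-04) or 3 (0.00500), and for age in ISRIB macrophages without young ISRIB replicate 1 (0.00373) or old ISRIB replicate 4 (0.0234).

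The profibrotic list was lower with ISRIB in old macrophages (median -0.14, 7 of 31 genes higher, adjusted p 0.0433) and with age in ISRIB macrophages (-0.20, 10 of 31, adjusted p 0.0306), and higher with age in ISRIB monocytes (0.11, 17 of 27, adjusted p 0.0281). Adjusted over the list alone, 0 of its genes were called for ISRIB in old macrophages and 1 in young macrophages, and 9 were called for age in ISRIB macrophages, 2 of them higher. The ISRIB call was undone without old ISRIB replicate 2 (0.228) or 3 (0.656) or old saline replicate 1 (0.416) or 4 (0.0939). The age call in ISRIB macrophages was undone without old ISRIB replicate 2 (0.132) or 3 (0.364) or young ISRIB replicate 2 (0.416) or 4 (0.115), and the age call in ISRIB monocytes without old ISRIB replicate 2 (0.0509) or 5 (0.114) or young ISRIB replicate 2 (0.113). The cytosolic heat shock list was higher with age in saline macrophages (median 0.11, 16 of 21 genes higher, adjusted p 0.00908), where 4 genes were called adjusted over the list alone, all higher. In monocytes it was lower with age, under saline (-0.21, 3 of 21, adjusted p 3.12e-05; 3 genes called adjusted over the list alone, all lower) and under ISRIB (-0.14, 4 of 21, adjusted p 0.0328). Its calls were undone in saline macrophages without old saline replicate 5 (0.0526), and in ISRIB monocytes without old ISRIB replicate 1 (0.158) or 2 (0.341) or young ISRIB replicate 4 (0.147) or 5 (0.215). Calls of it were gained for age in ISRIB macrophages without old ISRIB replicate 1 (0.0480) or 4 (0.0102), for ISRIB in old monocytes without old saline replicate 4 (0.0140), and for ISRIB in young monocytes without young saline replicate 1 (0.0431) or 5 (0.00530) or young ISRIB replicate 4 (0.0209) or 5 (0.0268). The profibrotic list gained a call for ISRIB in young macrophages without young ISRIB replicate 3 (0.0466).

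The integrated stress response list was not called in any of the 8 comparisons, with adjusted p of 0.739 for ISRIB in old and 0.782 in young macrophages and 0.0746 for age in saline and 0.0887 in ISRIB macrophages. Adjusted over the list alone, 2 of its genes, Atf5 and Ppp1r15a, were called for ISRIB in young macrophages, higher with ISRIB, and 0 in old macrophages. Leaving out 1 library gave a call for age in saline macrophages without young saline replicate 1 (0.0489) or 2 (0.0305) or old saline replicate 4 (0.0354). It also gave calls of this list for ISRIB in old monocytes without old saline replicate 4 (0.0236) and for age in ISRIB monocytes without young ISRIB replicate 5 (0.0302). The list of endoplasmic reticulum chaperones was not called in any comparison, the smallest adjusted p being 0.0795. Leaving out 1 library gave a call of it for age in ISRIB macrophages without young ISRIB replicate 4 (0.0189) or old ISRIB replicate 1 (0.0349) or 2 (0.0264), and for ISRIB in old macrophages without old saline replicate 5 (0.0270). In monocytes it did so for ISRIB in old mice without old saline replicate 1 (0.0313) or old ISRIB replicate 5 (0.00676) and for age under ISRIB without old ISRIB replicate 5 (0.0425). Median and mean differed in sign, with no call, for the integrated stress response list with ISRIB in old (0.02 and -0.01) and young macrophages (-0.01 and 0.07), the heat shock list with ISRIB in old macrophages (0.03 and -0.07), and the profibrotic (-0.02 and 0.05) and interferon lists (0.05 and -0.02) with age in saline macrophages. They also did for the cell cycle (-0.01 and 0.09) and mature alveolar macrophage lists (-0.11 and 0.15) with age in ISRIB monocytes. The direction of the test was opposite to both for the cell cycle list with age in ISRIB macrophages (-0.05 and -0.08, test higher) and the profibrotic list with ISRIB in young monocytes (0.01 and 0.18, test lower), neither of them called.

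Whether a list changed differently was tested 24 times, tests added after seeing the data, for the difference between the ISRIB effects at both ages in each cell type and for the difference between the age effects of macrophages and monocytes in saline mice. Camera called 4 of these and fry called 0. In macrophages the difference between the ISRIB effects, old minus young, was called for the cell cycle list (median 0.12, adjusted p 0.00743; 0.943 by fry) and the profibrotic list (-0.22, 0.0467; 0.943 by fry). The age effect in macrophages minus that in monocytes was called for the heat shock list (0.32, 3.03e-06; 0.325 by fry) and the proteasome list (-0.12, 0.00440; 0.887 by fry).

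Marker lists of other cells were compared between old and young macrophages with exact permutation tests, adjusted over 20 tests. The B cell list summed to 161 ± 143 CPM in old and 14.5 ± 9.45 CPM in young saline macrophages (SD, n = 5 each; adjusted exact p 0.0454), and to 294 ± 172 CPM (SD, n = 5) against 19.3 ± 8.22 CPM (SD, n = 4; adjusted exact p 0.0454) with ISRIB. Its most abundant genes were Ighm and Igkc, at 102 and 38.01 CPM in old saline and 9.62 and 1.76 CPM in young saline macrophages. In young saline monocytes the list summed to 212 ± 38.7 CPM, of which Ighm was 191 CPM. The T and NK cell list was higher in old macrophages under saline (18.9 ± 7.13 against 6.62 ± 1.09 CPM) and ISRIB (30.7 ± 9.28 against 9.50 ± 1.68 CPM), each with an adjusted exact p of 0.0454. Its most abundant gene in macrophages was Cd4, at 7.35 and 3.91 CPM in old and young saline and 12.99 and 5.46 CPM in old and young ISRIB macrophages, and Cd3e was at 1.84, 0.783, 2.21 and 0.593 CPM and Trbc2 at 1.30, 0.495, 2.73 and 0.211 CPM in the same order. The endothelium list was higher in old ISRIB macrophages (63.6 ± 15.2 against 40.6 ± 6.76 CPM, adjusted p 0.0454), of which Calcrl was 53.9 and 34.7 CPM and Pecam1 3.30 and 1.35 CPM, whereas Cdh5 was lower in old mice (1.05 and 1.67 CPM), and not in saline (adjusted p 0.143). The dendritic cell list was higher in old ISRIB macrophages (34.5 ± 4.36 against 18.8 ± 6.26 CPM, adjusted p 0.0454), of which Clec9a was 14.3 and 4.74 CPM, whereas Ccl22 was lower in old mice (4.44 and 5.19 CPM), and not in saline (0.208). For both lists the difference between the treatments was not tested. The classical monocyte list was lower in old saline macrophages (133 ± 58.7 against 345 ± 81.7 CPM, adjusted p 0.0454), most of it Ccr2 (115 and 324 CPM) followed by Vcan (7.96 and 18.5 CPM). The difference under ISRIB had an adjusted p of 0.0529. The eosinophil list, which shares Siglecf and Ear1 with the mature alveolar macrophage list, had adjusted p of 0.215 under saline and 0.0529 under ISRIB, and Siglecf and Ear1 made up most of it (81.9 and 56.01 CPM in old saline macrophages). No difference passed for neutrophils (0.233 and 0.261), alveolar and airway epithelium (0.273 and 0.810), fibroblasts (0.585 and 0.144) or red blood cells (0.258 and 0.159).
 In young saline macrophages 3 of the 10 B cell genes, 1 of the 12 T and NK cell genes, 2 of the 10 endothelium genes, 4 of the 10 dendritic cell genes and 3 of the 6 classical monocyte genes averaged at least 1 CPM, so single genes of these lists do not mark those cells alone. No gene of these 5 lists was in another list.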

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

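The planned tests used here are those of genes for the difference between the age effects in both cell types, with its count of splits; all the other tests of this part were chosen only after the result was seen. In 123 groups of 4 or 5 libraries (32 of library measures and 91 of the CPM of named and core genes), 16 had a library far from the others by Dixon's test, where chance alone gives about 1 in 20 groups.

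Young saline monocyte replicate 4 stood apart in 3 measures: 12324 genes with a count, a median correlation across genes of 0.909 with its group, and a score of -122 on the first principal component of monocytes. Its low total does not account for the missing genes, because the other 4 libraries thinned to its total had at least 14585 genes. After GC and length trends were removed its median correlation was 0.916, against 0.957 to 0.964 for the others, which argues against such trends as the whole cause. Its 10 highest genes held 7.92% of its counts, within the 6.95% to 8.91% of the others, which excludes a few genes taking most of the counts. It lay at -0.0433 on an axis from monocytes (0) to macrophages (1), which excludes a macrophage library under a monocyte label. At equal totals the median scatter of its genes around the group was 0.485 on the log2 scale, against 0.232 to 0.284 for the others, as a low number of RNA molecules entering the library would give. A low input is therefore a candidate explanation, found and tested on the same data, and a real difference in this animal was not tested. Without this library edgeR called 8 genes in place of 3 for age in saline monocytes and 25 in place of 15 for averaged age.

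Some measures set single macrophage libraries apart without an explanation that was tested here. Young saline replicate 5 had the highest total, 16056708 counts, and also the most genes, 17313, and a median correlation of 0.973 with its group. Old ISRIB replicate 1 had a total of 9662591 counts, and old ISRIB replicate 4 a median correlation of 0.963. No biological explanation was tested for them, and the age genes of saline macrophages are set against depth under the other observations.

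Young ISRIB macrophage replicate 3 had a median correlation of 0.947 with its group. Scored along the direction from saline to ISRIB of its own age, computed from the other libraries (0 for saline, 1 for ISRIB), it was at 0.136, below the 0.292 to 0.442 of the young saline libraries, whereas the other young ISRIB libraries were at 0.588, 0.636 and 0.495. A wrong treatment label and an animal that did not respond to ISRIB cannot be told apart with a score of 0.136, since each of them gives a library like saline. A swap with a young saline library also cannot be told apart from these: the highest young saline score, 0.442, lies between the groups. Young ISRIB replicate 3 decides how many genes ISRIB changes in young macrophages (0 with it and 304 without it). In old macrophages the saline replicates 3 and 5 scored 0.848 and 0.680, against 0.362 to 0.784 for the ISRIB libraries and 0.0584 to 0.120 for the other saline libraries. A swap with a pair of old ISRIB libraries is excluded, because the lowest old ISRIB score was 0.362, above those of the other saline libraries; single wrong labels and differences between animals stay open and were not tested.

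Of the CPM values, Igkc was 101 in old saline macrophage replicate 5, Igkv3-2 was 0.482 in young ISRIB replicate 1 and Jchain 0.336 in young ISRIB replicate 2, where the other young ISRIB libraries had 0 counts of the latter genes. All 3 belong to B cells or plasma cells. RNA from B cells in the sorted old macrophages may account for the immunoglobulin genes: 6 of the 6 B cell list genes that code for no immunoglobulin were higher in old macrophages under both treatments, such as Cd79a (3.79 against 0.412 CPM in saline) and Ms4a1 (2.94 against 0.0996 CPM). A difference in depth is excluded, since with libraries thinned to equal totals the larger adjusted p of Igkc and Ighm by edgeR, averaged over treatments, was 1.41e-05. More B cells in old lungs, B cells passing the sort and free RNA stay open as sources, and none of them was tested.

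Mmp2 was 211 CPM in old saline macrophage replicate 4. RNA from fibroblasts is not excluded for Mmp2 and Fstl1. In saline macrophages the fibroblast list changed by -7.43 CPM with age by means, but its medians were 13.4 (old) and 12.7 CPM (young). A change within the macrophages with age was not tested. Fn1 was 18638 CPM in young saline replicate 4, Arg1 was 657 CPM in the same library and 266 CPM in old saline replicate 2. No explanation was tested for these.

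The age effect in saline mice differed between macrophages and monocytes for 34 genes by edgeR, and the real split was the only 1 of 100 splits of the libraries with as many, which excludes chance. The named genes were Col4a2 (3.95 on the log2 scale, macrophages minus monocytes), Ighm (3.68), Cxcl2 (2.54), C1qc (-2.85), Ccr2 (-2.04) and Ciita (-1.69). The rise of Ighm in old macrophages may come from B cell RNA, by the 6 genes above. Cell type, bleomycin and sorting gate go together in this design, so an effect of age on the response to injury and one on the cell type stay open, and neither was tested.

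Among gene lists the difference between the ISRIB effects in old and young macrophages was called by camera for the cell cycle list (adjusted p 0.00743) and the profibrotic list (0.0467). The difference between the age effects of macrophages and monocytes was called for the heat shock list (3.03e-06) and the proteasome list (0.00440). By fry none of the 4 was called, with adjusted p of 0.325 to 0.943, so these calls depend on the test used. No other technical and no biological explanation was tested for them.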

How the results depend on the processing

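The alternatives chosen only after the data were seen were thinning to equal totals and offsets for GC content and gene length. Over all alternatives, 312 counts of called genes or lists stayed within 1.5 times the value reported and 119 did not. Of the tests of single named genes 4179 kept their side of the threshold, 283 lost a call and 24 gained one, and of the list tests 830 kept their side, 74 lost a call and 40 gained one. No call of a named gene or of a list reversed. The direction with more called genes did change with the offsets, from higher to lower, for averaged age in macrophages (380 and 212, then 296 and 452) and for macrophages against monocytes (4869 and 4642, then 4167 and 5315). The offsets also lowered the median log2 change of all genes, to -0.04 and -0.14, and how much of the change in direction comes from this common shift was not tested. For age in ISRIB macrophages (54 higher and 60 lower) and averaged ISRIB in macrophages (55 and 46) it also changed under other alternatives, for example without a filter (237 and 168, and 315 and 325), and on omission of single libraries. For the difference between the age effects (20 and 14) it changed without old saline monocyte replicate 2 (14 and 15). For the counts below the cause was not tested.

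RLE size factors moved no count by over 1.5 times. Without a filter on low counts edgeR called 220 genes for ISRIB in old and 224 in young macrophages, 468 for age in saline and 405 in ISRIB macrophages, 33 for the interaction in macrophages, and 640 for ISRIB and 975 for age in macrophages when averaged. In monocytes it called 21 for ISRIB in old mice, 15 for age in saline and 41 in ISRIB mice, 12 for the interaction and 40 for age when averaged, and 76 for the difference between the age effects of the cell types. Most of these genes had passed the filter (210 of the 220, for example), so added genes are not the whole cause. With a mean of at least 5 CPM the counts were 0 for age in saline monocytes, 171 for averaged ISRIB in macrophages and 7 for averaged age in monocytes.

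DESeq2 called 48 and 119 genes for ISRIB in old and young macrophages, 261 and 215 for age in saline and ISRIB macrophages, and 417 for averaged ISRIB in macrophages. It called 12 for ISRIB in old monocytes, 41 and 14 for age in saline and ISRIB monocytes, 1 for averaged ISRIB and 73 for averaged age in monocytes, and 142 for the difference between cell types. Limma voom called 27 and 14 for ISRIB in old and young macrophages, 91 for age in saline macrophages, 579 for averaged ISRIB in macrophages, 6 for age in saline and 6 in ISRIB monocytes, 44 for averaged age in monocytes and 57 for the difference between cell types.

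Replicate number as a block gave 10 genes for ISRIB in young macrophages, 1 for the interaction in macrophages, 343 for averaged ISRIB in macrophages and 7 for age in saline monocytes. Libraries with the same number were not shown to be paired: over 8 comparisons the correlation within a pair ran from -0.226 to 0.194, and in 0 of them was every pair above 0.1. The block undid the calls of 0610040J01Rik (adjusted p 0.0545) and Gdf15 (0.0555) for age in saline macrophages and of Siglecf (0.0549) for age in ISRIB macrophages. The ranges over the alternatives were 0.00464 to 0.0619, 8.61e-08 to 0.118 and 2.93e-06 to 0.232. For averaged age it undid the calls of Vcan in macrophages (0.107, range 4.79e-07 to 0.386) and of Tnfsf12 (0.0523, range 7.19e-04 to 0.0523) and Arap3 (0.0547, range 0.00130 to 0.0595) in monocytes. It gave a call of Ccr2 for age in ISRIB macrophages (0.0460, range 3.94e-09 to 0.0867). Only the groups compared gave 1 for ISRIB in young macrophages, 1 for ISRIB in old monocytes, 0 and 1 for age in saline and ISRIB monocytes, and 19 for the difference between cell types. A fit of all 39 libraries gave 1 for ISRIB in old macrophages, 60 and 50 for age in saline and ISRIB macrophages, 17 for averaged ISRIB and 340 for averaged age in macrophages. In monocytes it gave 17 for ISRIB in old mice, 34 and 33 for age in saline and ISRIB mice, 22 for the interaction, 2 for averaged ISRIB and 44 for averaged age. Thinning gave 1 for age in ISRIB monocytes. Offsets for GC content and length gave 5 for age in saline monocytes and 26 for averaged age in monocytes.

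Leaving out 1 library in turn gave 0 to 30 genes for ISRIB in old and 0 to 304 in young macrophages, 47 to 289 for age in saline and 33 to 161 in ISRIB macrophages, 0 to 1 for the interaction, 13 to 649 for averaged ISRIB and 415 to 723 for averaged age. In monocytes it gave 0 to 1 for ISRIB in old mice, 0 to 8 for age in saline and 0 to 17 in ISRIB mice, and 6 to 25 for averaged age, while ISRIB in young mice, the interaction and averaged ISRIB had 0 each time. Between the cell types it gave 9333 to 9593 genes, and 8 to 71 for the difference between the age effects.

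Of the 23 list calls fry made 2 and camera with an estimated correlation 0, and leaving out 1 library gave 20 to 28. Without a filter the profibrotic list lost its calls for ISRIB in old macrophages (0.0555) and for age in ISRIB monocytes (0.126). It gained calls for ISRIB in old monocytes (cell cycle 0.0212, interferon 0.0459), ISRIB in young monocytes (heat shock 0.0446), age in saline monocytes (proteasome 0.0280) and age in ISRIB monocytes (mature alveolar macrophage 0.0151). The block gained the integrated stress response list for ISRIB in old monocytes (0.0480). Lists were not run under DESeq2, limma voom, thinning, GC and length offsets, a mean of 5 CPM or the fit of all 39 libraries.

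The depth and the spread between animals limit what could be seen: on simulated data the test missed most genes changed by 1.5-fold, recovering 42.5% in old macrophages and 17% in old monocytes, against 90% and 84.5% at 4-fold.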

Other observations

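The counts of splits for the 12 planned contrasts, the tests of sex and of Nnt, and the test of whether ISRIB moved old macrophages toward young ones were planned; all other tests of this part were chosen only after the result was seen.

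For each count of genes, 100 splits of the libraries were drawn, the real one included. The real split was the only 1 with as many genes for age in saline macrophages, age in ISRIB macrophages, macrophages against monocytes, and averaged ISRIB and averaged age in macrophages. For age in monocytes 4 splits had as many in saline mice and 2 when averaged, and other splits called up to 50 and 36 genes. By this test chance is excluded for the counts that only the real split reached. For age in monocytes it is not excluded. There 11 splits had as many genes at an unadjusted p under 0.05 in saline mice, and 8 when averaged. Where edgeR called 0 genes, all 100 splits had as many, which says nothing. By the number of genes at an unadjusted p under 0.05, 8 splits had as many for ISRIB in old macrophages and 3 for ISRIB in young macrophages, 25 for the interaction in macrophages, and 10 to 25 for the 5 such contrasts in monocytes, so chance is excluded only for ISRIB in young macrophages.

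Of the 23 list calls, splits with a p as small excluded chance for 4: the mature alveolar macrophage list with ISRIB in young macrophages (3 of 100 splits) and with age in saline (2) and ISRIB macrophages (4), and the proteasome list with ISRIB in young macrophages (4). For ISRIB in old macrophages the numbers were 5 (mature alveolar macrophage), 24 (cell cycle), 25 (interferon), 29 (proteasome) and 50 (profibrotic), and in young macrophages 7 (cell cycle) and 13 (interferon). For age they were 15 (heat shock), 37 (proteasome) and 38 (cell cycle) in saline and 44 (profibrotic) in ISRIB macrophages. In monocytes they were 7 (proteasome) for ISRIB in old mice, 30 (interferon) and 48 (proteasome) for ISRIB in young mice, 18 (heat shock) and 22 (interferon) for age in saline mice, and 16 (profibrotic), 33 (heat shock) and 45 (interferon) for age in ISRIB mice. Chance is not excluded for these 19 calls. The real split was also the only 1 of 100 with as small a p for the integrated stress response list with age in ISRIB macrophages (p 0.0458), a list not called after adjustment (0.0887). The numbers of splits are not adjusted for the 64 tests.

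The genes that differ by age in saline macrophages do not come from an unequal sex make-up, as 0 libraries of these groups had more Xist than Ddx3y, and the same holds for the monocyte groups, with 0 libraries. A substrain difference at Nnt is excluded, with an adjusted p for Nnt of 0.406 in macrophages and 0.577 in monocytes by edgeR. Of the 141 genes 126 were also called after thinning to equal totals, and 119 with GC and length offsets, which argues against depth and GC or length trends as the whole cause. A few abundant genes are excluded as the cause. The 10 highest genes held 12.4% to 15.1% of the counts in old and 12.8% to 13.4% in young libraries, which shifts all other genes by at most 0.04 on the log2 scale between any pair of old and young libraries, and all 141 genes changed by more. For the 27 falls, RNA from cells that lack macrophage transcripts would lower most macrophage transcripts in old libraries. Of 440 genes at least 32-fold higher in macrophages than in monocytes, 105 (23.9%) fell with age by at least 0.32 on the log2 scale, the smallest fall among the 27. The median change of the 440 was 0.12. This excludes such RNA as the whole cause of the falls, while RNA from cells that share these transcripts stays open. Other inherited differences, housing and an effect of age itself stay open and were not tested.

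One hypothesis was that ISRIB moves old macrophages toward the profile of young ones, which would give a negative correlation across genes between the ISRIB change in old macrophages and the age change. With no library shared between the changes the correlation across genes was 0.205, and 4 of 1000 permutations of the labels were as high. It was 0.132 to 0.215 without single libraries, the lowest without old saline replicate 3. The sign was positive each time, opposite to the prediction. A relation is not shown, because 1 library decides: 0.132 lies below the upper end of the central 95% of the permutations, 0.152. With shared libraries the value was -0.00195, which sharing pulls down. The ISRIB change in young macrophages correlated with the age change at 0.155 (52 of 1000 as high), so that a move toward the old profile and no relation cannot be told apart. The age changes in saline and ISRIB macrophages correlated at 0.460 (0 of 1000 as high; 0.370 to 0.487 without single libraries), which argues against chance similarity. The ISRIB changes at both ages correlated at 0.247 (4 of 1000 as high), and without young ISRIB replicate 1 at 0.159, below that end for this relation, 0.178. The age changes in macrophages and monocytes correlated at 0.0972 (23 of 1000 as high), and without young saline monocyte replicate 5 at 0.0514, below 0.0939. For these last relations chance similarity and a shared change cannot be told apart, because 1 library decides.

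The mature alveolar macrophage list was higher with age and with ISRIB. Eosinophils in the Siglec F-low gate are excluded as the source, because Prg2, Epx, Ccr3 and Il5ra summed to at most 3.54 CPM in any macrophage library while Siglecf alone averaged 126 CPM in old ISRIB macrophages. A larger share of mature alveolar macrophages in the gate may give the pattern, with 24 genes of the list higher in old saline macrophages, but it cannot be told apart from a change within each cell, since both raise the genes together and bulk libraries hold no counts per cell.

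Averaged over treatments, 5 genes of the 11166 tested in both cell types were called by age in both, against 0.580 expected by chance. Adam19, Bmpr1a, Ccl5 and Jchain rose in both, 4 genes in the same direction, and Ccl3 rose by 0.91 in macrophages and fell by 0.91 in monocytes on the log2 scale. An inherited difference between young and old mice could give these 4 rises, and it cannot be told apart from age, because the mice may come from different breeding lots and no variants were called. RNA from T and NK cells may account for Ccl5 in monocytes, where it followed the list of these cells within groups (correlation 0.887, 0 of 10000 permutations as high). The list rose less than Ccl5, so other sources stay open. In macrophages (0.417) such RNA, and for Jchain RNA from B cells (0.0364 in macrophages and 0.150 in monocytes), cannot be told apart from a change in the sorted cells, as the libraries are few.

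Of the 15 genes called by averaged age in monocytes, 3 lie within 1 Mb on chromosome 1: C130026I21Rik (84992690 to 85270566), A530040E14Rik (85105946 to 85114035) and Gm7609 (85199613 to 85213786), all higher in old mice. Only 27 of 10000 random sets of 15 tested genes had as many within such a window. A530040E14Rik and Gm7609 lie within C130026I21Rik, so this cannot test chance placement. An inherited difference at this locus, shared regulation with age and reads shared between overlapping genes or similar copies cannot be told apart by counts.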
